A study of Mus musculus with 18 samples. Its data were reported in "An integrative view of the regulatory and transcriptional landscapes in mouse hematopoiesis" (2020).

How the data were processed

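The series holds 18 samples of bone marrow from adult C57BL6 mice, which were male by the study's methods: 8 chromatin immunoprecipitation (ChIP-seq) libraries, each with a peak list, and 10 input libraries (4 of ERY and 6 of iMK), which have no antibody and were not used here. Each of 2 histone marks, H3K4me3 and H3K27ac, had 2 libraries of erythroblasts (ERY) and 2 of immature megakaryocytes (iMK). Groups were taken from the submitters' labels. The labels number no replicates, so replicates 1 and 2 are names in order of submission and pair nothing across marks or cell types. The labels do not say whether replicates came from separate animals. The study's methods describe replicates as biological, from different groups of mice or from the same mice in different sorted portions, so the p-values below measure the spread between these libraries.

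The authors called peaks separately in each library. The submitters' processing notes name Bowtie 1.0.0, SICER 1.1 and the genome build mm10, without saying what each was used for, while the study's general ChIP-seq methods name Bowtie and MACS. All peak edges fell on multiples of 200 bp, which fits windowed calling as in SICER. For each peak the authors deposited a fold, the ratio of ChIP signal over control. They also deposited a p-value and a q-value for each peak, and every q-value was under 0.01. A supplementary table of the study lists read numbers, quality measures and a control library for each ChIP library, and these were not used here. SICER joins neighbouring enriched windows, so 1 peak can span several regulatory elements, and the length of a peak list depends on the depth and background of its library and of its control. The peak lists hold no read depth, and no interval that needs it is given. The fold and p-value of a peak were used to describe or rank peaks within a list. A peak list holds only what passed the authors' threshold: a gene with 0% coverage is one where no peak was listed, which does not show that the mark was absent.

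Gene models were the 21938 protein-coding genes of GENCODE vM21 on GRCm38, the assembly that mm10 names, and sequence came from the same assembly. Coordinates are counted from 1. A promoter was any annotated transcription start site (TSS) of a gene with 1 kb on each side, and it was called in a library when a peak shared at least 1 bp with it. Regions were made by joining the peaks of the 4 libraries of a mark that shared at least 1 bp. A region or promoter was ERY-only when both ERY libraries and neither library labelled iMK called it, iMK-only in the opposite case, shared when all 4 called it, and unreplicated otherwise. Overlap between libraries was the Jaccard index, the bases covered by both lists over the bases covered by either, set beside 100 circular shifts of 1 list within each chromosome. For each gene the percent of its locus covered by peaks was computed, the locus being the gene body with 10 kb on each side. Loci of neighbouring genes overlap, so 1 peak can count for several genes.

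Locus coverage was compared between cell types with limma's moderated test with a trend, fitted per mark without covariates over genes covered in at least 1 of the 4 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. Differences are ERY minus iMK in percentage points of the locus, with limma's standard error (SE). An exact permutation test of 2 libraries against 2 has 6 arrangements and cannot give a two-sided p under 0.333, so none was used for single values. Membership of 14 gene lists in the ERY-only and iMK-only promoter classes was tested against all other protein-coding genes with two-sided Fisher exact tests, adjusted over all 56 tests. The lists covered globin and heme synthesis, erythroid membrane and surface, erythroid transcription factors, erythroid autophagy and survival, regulators shared by erythroid cells and megakaryocytes, platelet and megakaryocyte surface, megakaryocyte cytoskeleton, megakaryocyte transcription factors, stem and progenitor cells, myeloid cells, lymphoid cells, stromal cells, other tissues, and housekeeping genes. Of 269 listed names, 266 were found in the annotation (not Hbb-b1, Hbb-b2 or Ahsp), and 3 genes (Meis1, Gata2 and Erg) stood on both the megakaryocyte transcription factor and the stem cell list. Shares of regions within 1 kb of a TSS, and of H3K27ac regions overlapping H3K4me3, were compared by two-sided Fisher exact tests over regions. Motif matches were counted on both strands in distal H3K27ac regions (over 1 kb from any TSS) and compared by a two-sided permutation test of region labels with 100000 resamples, adjusted over 6 motifs. Genes and regions are not independent replicates, so these tests describe these libraries.

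Genes named in the text were chosen by a rule: for each list and mark, up to 4 ERY-only and 4 iMK-only promoter members whose coverage did not overlap between the cell types, in order of difference; the 10 genes with the largest difference in each direction, taken from those past the threshold where there were enough; the 5 widest ERY-only and iMK-only regions; and always Gata1, Klf1, Gfi1b, Alas2, Itga2b, Pf4, Fli1, Actb and Gapdh. Some genes that the rule names are not reported here. The lists, the tests, this rule and the alternatives were set before the data were examined. These alternatives were the upper 50% of each list by the authors' p-value, the same number of top peaks in each list, calls that need 50% of a region or window covered, 1 kb bins in place of regions, promoter windows of 2.5 kb, the 5' end of the gene as the only TSS, loci with 50 kb on each side, log2(percent + 1), quantile normalization, no filter on genes, another background for the list tests, motif labels permuted within classes of GC content, regions over 5 kb from any TSS, and leaving out each library in turn. Promoter classes, list tests and locus counts without chromosome X were added after the data were seen.

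The scripts were tested on simulated data. For H3K27ac, 67, 67 and 66 genes among 14467 were given a change of 20, 40 and 60 percentage points. Of these limma recovered 0%, 55.2% and 92.4%, with 1 false call. For H3K4me3, with as many changed among 13561 genes, it recovered 0% at each of these sizes after adjustment. Unadjusted, 59.7%, 97.0% and 100% had a p under 0.05. With so few changed genes the adjustment is stricter than where many genes differ, so these shares are not the power of the fits below. The H3K27ac fit below passed smaller differences, such as -6.40 percentage points at Cd79b (limma adjusted p = 0.00748). The list test found 100% of planted lists holding 8 of 20 members, and random lists fell under the unadjusted threshold in 1.5% (H3K4me3) and 1.8% (H3K27ac) of draws. The motif test found a planted ratio of 1.2 in 200 of 200 sets over 12403 regions, and 13 of 200 unchanged sets fell under the threshold. The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.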

Results

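Histone marks of active chromatin were mapped by ChIP-seq in red cell precursors and platelet cell precursors from mouse bone marrow. H3K4me3 is a methylation of histone H3 found mainly at promoters, and H3K27ac is an acetylation of the same histone found at active promoters and enhancers. Erythroblasts (ERY) were sorted as cells of low forward scatter carrying Ter119 and CD44. Immature megakaryocytes (iMK), precursors of the cells that shed platelets, were sorted as cells carrying CD41 and CD61 (the products of Itga2b and Itgb3) and lacking Ter119, Sca1 and cKit. Both sorts left out cells with the lymphoid or myeloid surface proteins CD4, CD8, IL7Ra, CD45R, CD11b and Ly6g. Each mark had 2 libraries per cell type, given as 1 peak list each, and the lists do not hold the read depth behind them. Of the platelet and megakaryocyte surface genes listed before the data were examined, 12 of 42 had an H3K27ac promoter call in both iMK libraries, against 10 of 12 megakaryocyte transcription factor genes and 11 of 16 cytoskeleton genes. Itga2b, the gene of a sort marker, had no H3K27ac peak in either, though 1 of the H3K4me3 lists for iMK held a peak there. Itgb3, the gene of the other sort marker, went the other way, with H3K27ac peaks in both iMK libraries and none in ERY. Its H3K4me3 coverage was 1.94% and 6.06% in the iMK replicates and 0% in ERY. Because of the missing peaks at Itga2b, the term used here is the libraries labelled iMK.

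H3K27ac covered more of the genome in ERY than in the libraries labelled iMK, at a similar number of peaks. The ERY lists held 23759 ± 2816 H3K27ac peaks (SD, n = 2) and the lists labelled iMK 23856 ± 1308 (SD, n = 2). The covered length was 71.0 ± 8.61 Mb in ERY and 48.1 ± 7.25 Mb in the libraries labelled iMK (SD, n = 2 each), a ratio of 0.677 of iMK to ERY. Mean peak width was 2986 bp in ERY against 2010 bp. The widest ERY peak reached 75600 bp, and the widest peak labelled iMK 23600 bp. For H3K4me3 the libraries labelled iMK differed from each other in peaks and covered length by more than the means of the cell types did, and the ERY libraries by less. ERY replicates 1 and 2 held 8841 and 6275 peaks over 16.0 and 9.02 Mb, and replicates 1 and 2 labelled iMK held 7578 and 13222 peaks over 11.3 and 33.8 Mb. The ratio of covered length, iMK to ERY, was 1.81 with all 4 libraries and 0.907 without iMK replicate 2. With 2 libraries against 2, an exact test of these values cannot give a two-sided p under 0.333. The authors' median fold over control per peak was 3.06 and 2.77 in the ERY H3K27ac lists and 5.79 and 5.65 in those labelled iMK. On chromosome X, H3K4me3 peaks numbered 177 and 31 in ERY replicates 1 and 2 and 39 and 350 in replicates 1 and 2 labelled iMK, while H3K27ac peaks there numbered 344 to 403 per library.

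**Figure D1:**
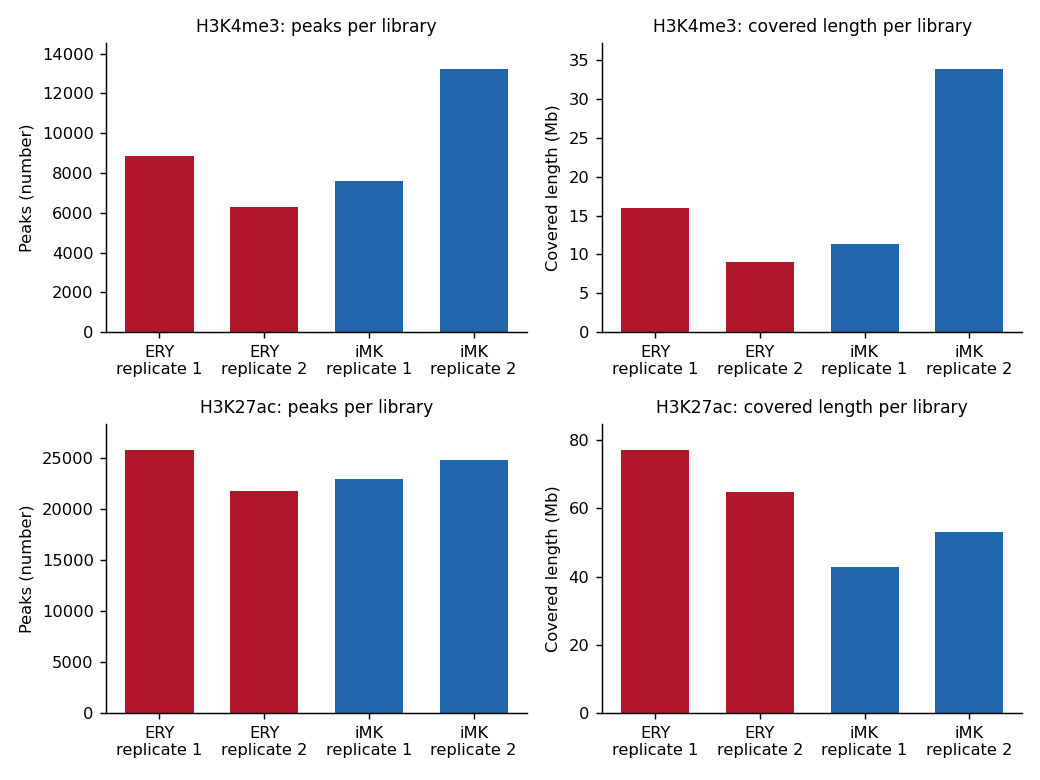
Peaks (number, left) and genome covered (Mb, right) in each of the 8 libraries, with H3K4me3 above and H3K27ac below; each bar is 1 library, red for ERY and blue for the libraries labelled iMK. The H3K27ac bars show similar peak numbers (21768 to 25750) and longer covered length in both ERY libraries, and H3K4me3 iMK replicate 2 stands highest at 33.8 Mb.

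Which parts of the genome were marked in both replicates of 1 cell type and not in the other was asked next. By the Jaccard index H3K27ac separated the cell types, while for H3K4me3 the result depended on single libraries. The mean H3K4me3 Jaccard index within cell types exceeded that between them by 0.0562, and this difference was -0.0795 without ERY replicate 2. The H3K27ac Jaccard index was 0.603 between the ERY replicates and 0.576 between those labelled iMK, against 0.171 to 0.181 for the 4 pairs across cell types. Circularly shifted lists gave a mean of 0.0119 across cell types. For H3K4me3 the index was 0.487 within ERY, above the range of 0.225 to 0.399 across cell types, and 0.302 within the libraries labelled iMK, inside it. The index cannot be high where lists differ in length, as those labelled iMK did at 11.3 and 33.8 Mb. Of the H3K4me3 peaks in the shorter list, 95.4% touched the other list within ERY and 94.4% within the libraries labelled iMK. Across cell types this share was 76.4% to 91.3%, below both replicate pairs. Of 42199 merged H3K27ac regions, 6962 were ERY-only, 9142 iMK-only and 8110 shared. With 1 library left out, ERY-only regions of this mark numbered 7184 to 15093 and iMK-only regions 9377 to 13888, the highest counts being those without ERY replicate 2 and without iMK replicate 1. The opposed pairings of 1 ERY library with 1 labelled iMK, which no cell type difference produces, held 34 to 206 regions called in that pair alone. Of 14789 H3K4me3 regions, 217 were ERY-only, 1150 iMK-only and 4576 shared. Here the pair of ERY replicate 1 with iMK replicate 2 held 1006 regions of its own, more than the ERY-only class. The ERY-only count was 661 with the same number of top peaks in each list and 1063 without iMK replicate 2, and the iMK-only count was 5522 without iMK replicate 1.

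At promoters, H3K27ac marked 476 genes in ERY alone, 1877 in the libraries labelled iMK alone and 7897 in all 4. The H3K4me3 classes held 83, 1073 and 5398 genes in the same order. Of the 83 H3K4me3 ERY-only promoters, 75 were also ERY-only for H3K27ac, and of the 1073 iMK-only promoters, 761 were also iMK-only for H3K27ac. No gene was ERY-only for 1 mark and iMK-only for the other. The H3K4me3 counts depended on single libraries: the ERY-only class held 885 genes without iMK replicate 2, and the iMK-only class held 2348 without ERY replicate 1 and 3259 without iMK replicate 1.

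Globin and heme genes carried more H3K27ac in ERY. The adult alpha globin gene Hba-a1 (chromosome 11, 32283511 to 32284465, mm10) had 99.0% ± 1.35 of its locus covered in ERY (SD, n = 2) and 0% in both libraries labelled iMK (limma adjusted p = 0.0065). Its neighbours Hbq1b, Hba-a2 and Hbq1a had 99.0%, 82.5% and 65.7% covered in ERY and 0% in the other cell type. These genes lie within 1 cluster and some are near-identical copies, so their values are not independent and reads of 1 copy may count for another. Of the 20 measured globin and heme genes, 19 passed limma's test as higher in ERY and 0 as lower, and 19 and 0 when adjusted over the list alone. At promoters, 7 of these 20 genes were ERY-only (Fisher exact test, adjusted p = 1.47e-06) and the other 13 were shared. Alas2, the first enzyme of heme synthesis in red cells (chromosome X, 150547375 to 150570638), had 33.7% ± 1.31 covered in ERY and 0% in the libraries labelled iMK (SD, n = 2; limma adjusted p = 0.0065).

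The red cell membrane and surface genes formed the list most often marked in ERY alone. Of its 28 genes, 20 had an ERY-only H3K27ac promoter (Fisher exact test, adjusted p = 2.67e-26), and 24 passed limma's test as higher in ERY and 0 as lower (25 and 0 when adjusted over the list alone). Coverage in ERY was 84.6% at Tspo2, 83.6% at the water channel gene Aqp1 (chromosome 6, 55336432 to 55348555) and 79.1% at Cldn13, with 0% in both libraries labelled iMK. Hemgn, an erythroid nuclear protein gene, had 86.3% ± 0.716 in ERY and 9.62% in each library labelled iMK (SD, n = 2). Among 10 erythroid transcription factor genes, 7 were higher in ERY by limma and 0 lower, and 7 and 0 when adjusted over the list alone. Klf1, which drives red cell genes, had 76.5% ± 2.42 of its locus covered in ERY and 13.3% ± 1.82 in the libraries labelled iMK (SD, n = 2), with a promoter called in all 4 libraries. The Sox6 locus (chromosome 7, 115470872 to 116038796) had 16.8% and 0.153% covered. The 10 autophagy and survival genes had promoters called in all 4 libraries, and 5 of them were higher in ERY by limma (5 when adjusted over the list alone). None of these passed as higher in the libraries labelled iMK. Over 6894 promoter regions that all 4 libraries called, mean covered length was 1.66 times as long in ERY. Higher coverage at genes with shared promoters may therefore come from wider peaks alone.

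Regulators that red cells and megakaryocytes are known to share were higher in ERY: 8 of 9 passed limma's test in that direction and 0 in the other, and 8 and 0 when adjusted over the list alone. Gfi1b (chromosome 2, 28609450 to 28621982), a repressor needed in both lineages, had 72.1% ± 5.65 covered in ERY and 0% in the libraries labelled iMK (SD, n = 2; limma adjusted p = 0.0065). Gata1 (chromosome X, 7959260 to 7978071) had 36.3% ± 2.55 against 0% (SD, n = 2; limma adjusted p = 0.0065). Both had ERY-only H3K27ac promoters, and the other 7 members had shared promoters, where higher coverage in ERY may come from wider peaks alone. The Fisher exact test of this list in the ERY-only class gave an adjusted p of 0.0778. For H3K4me3, Gfi1b had 16.0% and 10.5% covered in the ERY replicates and 0% and 14.8% in replicates 1 and 2 labelled iMK (limma adjusted p = 0.896). The study describes an active promoter state at Gfi1b in both erythroid and megakaryocytic cells.

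Megakaryocyte genes were divided between the cell types. Of 42 platelet and megakaryocyte surface genes, 13 had no H3K27ac peak in their locus in any library. Of the 29 tested by limma, 10 were higher in the libraries labelled iMK and 7 higher in ERY (12 and 8 when adjusted over the list alone). The platelet glycoprotein genes Gp9 and Gp1ba were higher in ERY, with 61.2% against 3.54% and 68.7% against 19.2% covered, and both had ERY-only promoters. Itga2b, whose product CD41 was used to sort the cells, had 16.8% and 3.80% covered in the ERY replicates and 0% in both libraries labelled iMK, and did not pass (limma adjusted p = 0.21). Its H3K4me3 coverage was 0% in both ERY replicates and 0% and 6.52% in the iMK replicates (limma adjusted p = 0.772). Pf4, the platelet chemokine gene (chromosome 5, 90772435 to 90773383), had no peak of either mark in its locus in any of the 8 libraries. Itgb3, the gene of the other sort marker, was named after its values were seen: it had 5.82% and 8.73% covered in the libraries labelled iMK and 0% in ERY (limma adjusted p = 0.0267). Nbeal2, Plek and the ADP receptor gene P2ry12 were also higher in the libraries labelled iMK, with ERY minus iMK differences of -19.6, -14.3 and -14.0 percentage points (limma SE 4.19, 1.22 and 2.48), while Cd9, with 17.1% against 4.03%, did not pass. At promoters, 9 of the 42 genes were iMK-only (Fisher exact test, adjusted p = 0.0451) and 3 ERY-only (adjusted p = 0.292). The first of these calls ended with promoter windows of 2.5 kb (Fisher exact test, adjusted p = 0.143) and without chromosome X (0.0551). The odds ratios there were 2.45 and 2.88, against 2.92 in the main test. The call also ended without ERY replicate 1 (odds ratio 2.34) and without iMK replicate 2 (2.74). Over 8 alternatives the odds ratio ran from 0.76, with only cell-type-specific genes as background, to 4.05 without iMK replicate 1. The ERY-only test passed with windows of 2.5 kb (5 of 42, Fisher exact test, adjusted p = 0.0188) and without ERY replicate 1 (adjusted p = 0.0182).

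Megakaryocyte transcription factor genes were the megakaryocyte list most often marked in the libraries labelled iMK: 7 of 12 had iMK-only H3K27ac promoters (Fisher exact test, adjusted p = 0.000143). Of 10 tested by limma, 4 were higher in these libraries and 2 higher in ERY, and 4 and 2 when adjusted over the list alone. Etv6 had 37.0% ± 4.56 of its locus covered and Fli1 (chromosome 9, 32422204 to 32542861) 25.9% ± 4.63, both with 0% in ERY (SD, n = 2 each). Mef2c and Erg had 8.30% and 8.10% covered against 0% and 0.323%. These factors are also used in other blood lineages. Of 16 cytoskeleton genes, 3 were higher in the libraries labelled iMK, 3 higher in ERY and 10 passed in neither direction (2 and 3 passed when adjusted over the list alone). Zyx had 29.8% covered and Flna 21.1% in the libraries labelled iMK, against 0% and 5.82% in ERY. Tpm4, with 23.7% against 14.3%, did not pass. The list as a whole was not enriched in the iMK-only class for H3K27ac (3 of 16, Fisher exact test, adjusted p = 0.567).

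Myeloid genes were marked more often in the libraries labelled iMK than in ERY, where 2 of 24 promoters were called in replicate 1 and 0 in replicate 2. Of 24 myeloid genes, 15 had iMK-only H3K27ac promoters (Fisher exact test, adjusted p = 1.06e-09) and 0 were ERY-only. By limma 12 were higher in the libraries labelled iMK and 0 higher in ERY (14 and 0 when adjusted over the list alone). Lyz2, the lysozyme gene of macrophages and granulocytes (chromosome 10, 117277331 to 117282321), had 52.4% ± 7.36 of its locus covered and 0% in ERY (SD, n = 2; limma adjusted p = 0.00916). The neutrophil granule gene Ngp had 34.8% covered (limma adjusted p = 0.0497). S100a8, a calcium-binding protein gene of neutrophils, had 33.4% and 78.2% covered in replicates 1 and 2, and Mmp8, a neutrophil collagenase gene, 26.3% and 48.2%, with 0% in ERY, and neither passed (limma adjusted p = 0.0951 and 0.0536). Promoters of 17 of the 24 genes were called in both libraries labelled iMK, against 12 of 42 for the platelet and megakaryocyte surface list.

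Stem cell and lymphoid genes held differences in both directions. Of 13 stem and progenitor genes with coverage, 4 were higher in the libraries labelled iMK and 2 in ERY by limma (5 and 3 when adjusted over the list alone), among them Hoxb4 with 18.8% ± 1.21 against 0% (SD, n = 2). Meis1, with 1.45% against 0%, and Tek, with 0.642% covered in ERY against 0%, did not pass. Of 14 lymphoid genes with coverage, 4 were higher in the libraries labelled iMK and 1 in ERY (4 and 1 when adjusted over the list alone). Cd3d had 9.0% and Cd79b 6.4% covered against 0% in ERY, and Blnk 7.59% in ERY against 0.701%. Neither list was enriched in a promoter class, and neither were the stromal genes, where 0 of 6 tested passed limma's test (0 when adjusted over the list alone), or the genes of other tissues, where 1 locus had coverage and 0 passed. The 22 housekeeping genes had 19 shared promoters, and 3 passed limma's test in each direction (3 for ERY and 2 for iMK when adjusted over the list alone). Actb had 55.7% ± 9.71 and 51.6% ± 8.38 covered in ERY and in the libraries labelled iMK, and Gapdh 16.2% ± 1.14 and 16.3% ± 1.39 (SD, n = 2 each). Neither passed (limma adjusted p = 0.677 and 0.937), and the direction of both changed between settings. After quantile normalization both passed as lower in ERY, by -27.6 and -7.43 percentage points (limma adjusted p = 0.03 and 0.0361). Pgk1 had an iMK-only promoter and 8.47% against 0% covered, and did not pass.

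**Figure D2:**
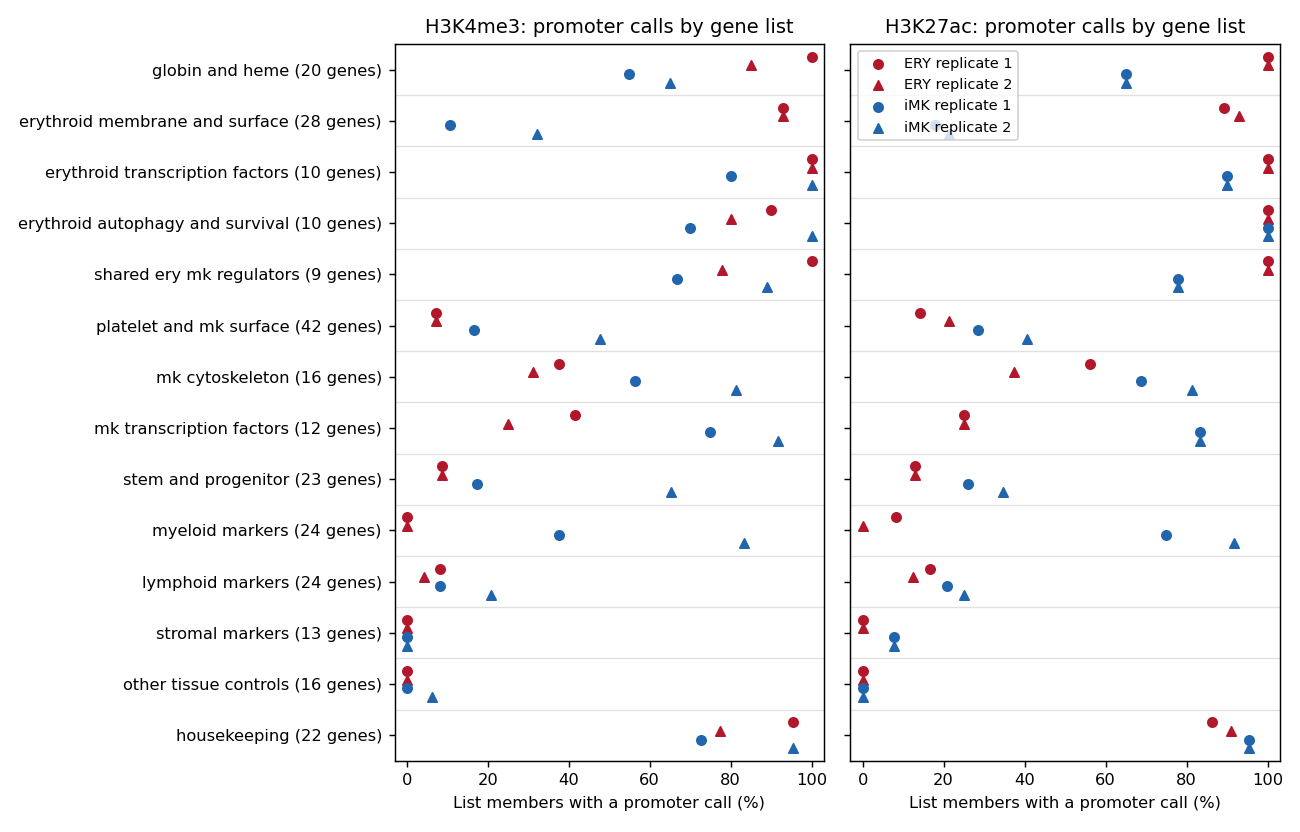
Percent of each gene list with a promoter call for H3K4me3 (left) and H3K27ac (right); each point is 1 library, red for ERY and blue for those labelled iMK, circles for replicate 1 and triangles for replicate 2. For H3K27ac, 89.3% and 92.9% of the erythroid membrane list was called in ERY against 17.9% and 21.4% in the libraries labelled iMK, and the myeloid list was called at 75.0% and 91.7% in the latter.

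Over all genes, H3K27ac locus coverage differed at 5679 of 14467 genes tested (39.3%; limma, Benjamini-Hochberg), 3189 of them higher in ERY and 2490 higher in the libraries labelled iMK. At 10473 genes (72.4%) the libraries of the cell types did not overlap. The ways to part the 4 libraries into pairs that mix the cell types gave 6.05% and 9.68%. The mean over all 3 ways, the cell types included, was 29.4%. The largest differences toward ERY, beside the alpha globin genes, were at the embryonic globin genes Hba-x and Hbb-y (99.1% and 91.2% covered in ERY), and at Msantd1, Gm5767, Ccdc74a, Gm10260 and the overlapping loci of Mst1 and Apeh. Hba-x had 5.53% covered in each library labelled iMK. The Hba-x locus takes in the Hba-a1 gene, so its value is not independent of the adult alpha globin genes. The largest differences toward the libraries labelled iMK were at the lysozyme gene Lyz1 (72.9% ± 2.26 against 0%; SD, n = 2), and at Tifab, Cd300a, Ltb, F7, Prkcd and Zfp36. Tyrobp and Hcst, neighbours that encode signalling adaptors of myeloid and natural killer cells, had 56.7% and 61.0% covered against 0%. Lyz1 and Lyz2 are near-identical neighbours, and the Lyz1 locus takes in most of the Lyz2 gene, so their coverage is not independent. No library had an H3K27ac call at the Lyz1 promoter. Leaving out 1 library lowered some counts by more than 1.5 times: genes higher in ERY numbered 917 without iMK replicate 1 and 927 without iMK replicate 2, and genes higher in the libraries labelled iMK 756 and 754 without ERY replicates 1 and 2.

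**Figure D3:**
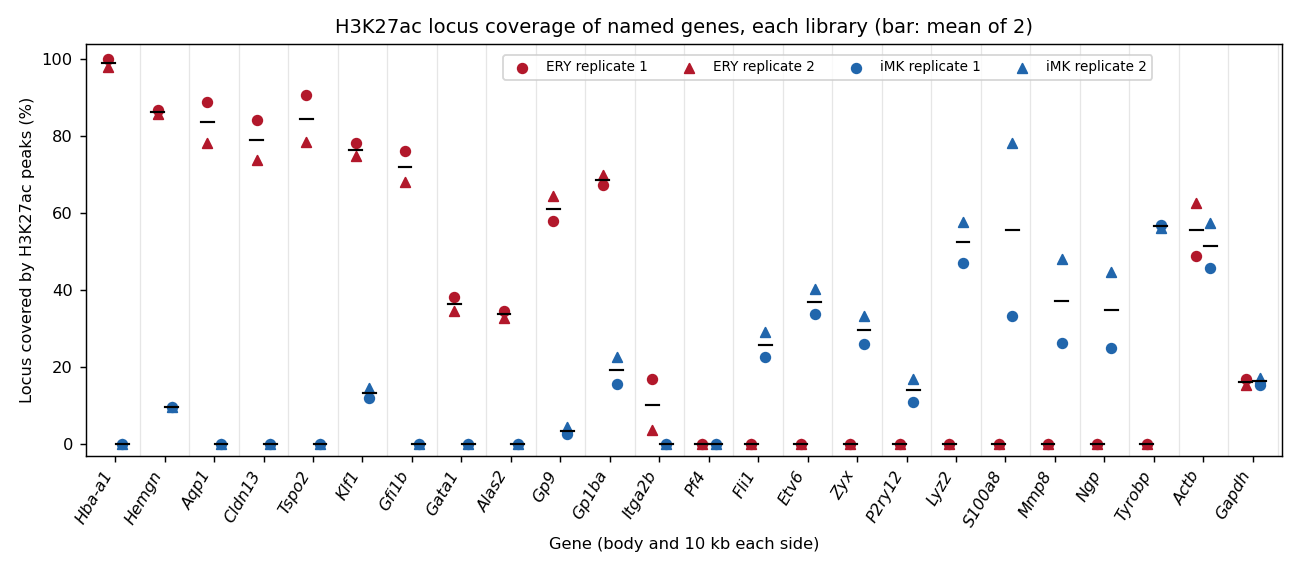
Percent of the locus (gene body with 10 kb each side) covered by H3K27ac peaks at 24 genes; points are libraries, red for ERY and blue for those labelled iMK, circles for replicate 1 and triangles for replicate 2, and black bars are means of 2. Erythroid genes from Hba-a1 to Alas2 lie above 30% in ERY and below 15% in the libraries labelled iMK, Gp9 and Gp1ba follow them, and Pf4 lies at 0% throughout.

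H3K4me3 pointed the same way at the red cell membrane, globin and heme, and myeloid lists through its promoter calls, while its locus coverage passed at no gene. The erythroid transcription factor list and the autophagy and survival list each had 0 of 10 genes with an ERY-only H3K4me3 promoter. Of the 28 red cell membrane genes, 17 had an ERY-only H3K4me3 promoter (Fisher exact test, adjusted p = 1.35e-33), as had 5 of the 20 globin and heme genes (adjusted p = 1.42e-07). Among the membrane genes, Aqp1 had 20.5% and 15.6% of its locus covered in the ERY replicates, Slc4a1, the anion exchanger gene, 17.7% and 9.10%, Cldn13 18.8% and 8.46%, and Trim10 14.9% and 8.49%, each with 0% in both libraries labelled iMK. Of 24 myeloid genes, 9 had an iMK-only promoter (adjusted p = 9.71e-06), among them Lyz2 with 12.8% and 38.4% covered, Cebpa with 13.3% and 25.6%, S100a8 with 9.5% and 33.4% and Prtn3 with 3.48% and 43.9%. Of the megakaryocyte lists, 4 of 12 transcription factor genes were iMK-only (adjusted p = 0.0144; among them Fli1, Meis1 and Mef2c), as were 4 of 16 cytoskeleton genes (adjusted p = 0.0402; Zyx, Flna, Tpm4 and Actn1) and 4 of 42 surface genes (adjusted p = 0.567; Plek, Cd9, Itgb3 and F13a1). The cytoskeleton call ended with windows of 2.5 kb (0.188), without ERY replicate 1 (0.335) and without chromosome X (0.172), where Flna lies and where 2 of the H3K4me3 lists hold few peaks (odds ratio 5.14 on 3 of 14 genes, against 6.50 on 4 of 16), with a range of 0.0246 to 1 over 8 alternatives. The other lists did not pass for H3K4me3. Without iMK replicate 1, the iMK-only class also took in 13 of 23 stem and progenitor genes (adjusted p = 3.53e-05) and 16 of 42 surface genes (adjusted p = 0.00106). Hoxb4 of the stem cell list was in the iMK-only class.

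By limma 0 of 13561 genes passed for H3K4me3 locus coverage (smallest adjusted p = 0.772), with 482 at an unadjusted p under 0.05, 418 of them higher in the libraries labelled iMK. For every gene list, 0 genes passed in either direction, also when adjusted over the list alone. At 3137 genes (23.1%) the cell types did not overlap, against 3.45% and 48.4% for the ways to part the libraries into pairs that mix the cell types. The mean over all 3 ways, the cell types included, was 25.0%, and it counts loci with tied values of 0. ERY replicate 1 with iMK replicate 2 was parted from the other 2 libraries at 48.4% of genes. In data simulated with the spread of this mark and few changed genes, changes of up to 60 percentage points were not recovered after adjustment. That simulation does not give the power of this fit, and a count of 0 does not show that coverage was alike. Among genes whose libraries did not overlap, the largest differences toward ERY were at Hbq1b, Gm19426, the carbonic anhydrase gene Car2 (29.0% and 21.5% in ERY, 0% and 3.48% in the libraries labelled iMK), Hba-a2, Ypel4, Btnl10, Paqr9, Pdzk1ip1, Hba-a1 and Fn3krp. Those toward the libraries labelled iMK were at Zfp36 and its neighbour Med29, Ltb, Evi2a and Evi2b, Hcst, Tyrobp and Nfkbid, Lrrc25 and Nrm. Replicate 2 had most of this coverage, such as 67.6% at Ltb against 11.9% in replicate 1. Without iMK replicate 1, 4099 genes passed as higher in iMK replicate 2, and without iMK replicate 2, 986 passed as higher in iMK replicate 1. These fits take the spread of the lone library from the remaining pair.

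The widest cell-type-specific regions were wider in ERY for H3K27ac and wider in the libraries labelled iMK for H3K4me3. The widest ERY-only H3K27ac region spanned 59.0 kb (chromosome 5, 34874201 to 34933200) over part of Htt and all of Msantd1, and the next lay over Slc22a23 (55.0 kb), Col5a1 (52.2 kb), Mad1l1 (50 kb) and Fig4 (47.6 kb). The widest iMK-only H3K27ac region spanned 20.8 kb in Celf2 (chromosome 2, 6704401 to 6725200), with other wide regions at Krt80 (17.2 kb), Xylt1 (16.8 kb) and Krr1 with Glipr1 (15.8 kb). For H3K4me3 the widest ERY-only regions lay at red cell genes, namely the Rh blood group gene Rhd (7.80 kb; chromosome 4, 134863201 to 134871000), Dmtn (6.80 kb), the ankyrin gene Ank1 (6.80 kb) and Aqp1 (6.60 kb), and at Fgfr2 with Fam53b (7.00 kb). The widest iMK-only H3K4me3 regions were at Nfil3 (13.8 kb; chromosome 13, 52976401 to 52990200), Zfp36 with Med29 (13.8 kb), Nf1 with the Evi2 genes nested in it (13.4 kb), Rcsd1 (12.4 kb) and Pik3cd (11 kb). Their width came from replicate 2, which covered 13.8 kb at Nfil3 where replicate 1 covered 1.2 kb.

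**Figure D4:**
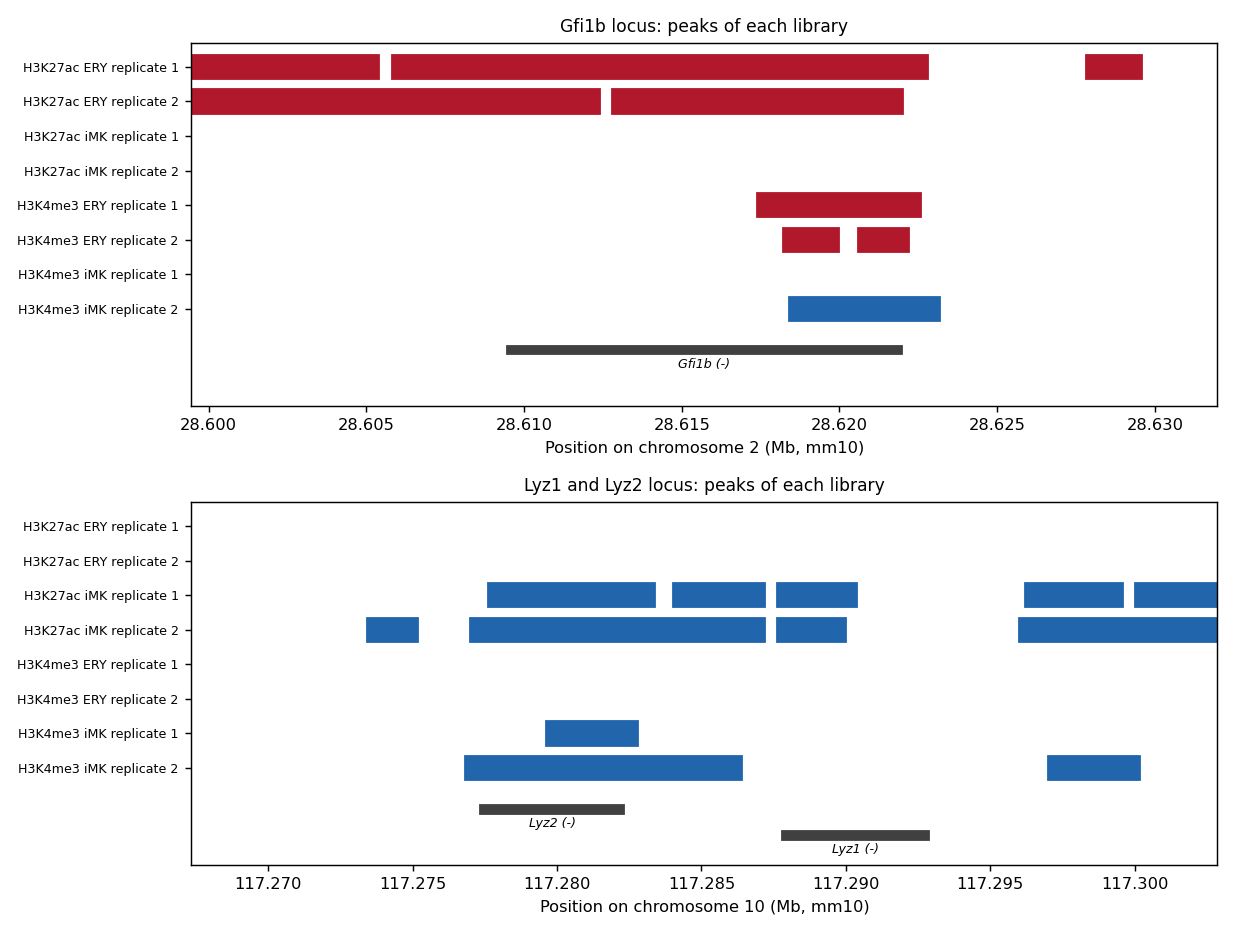
Peaks of each library (coloured blocks, red for ERY and blue for those labelled iMK) and gene bodies (dark bars, strand in brackets) along chromosome 2 at Gfi1b and chromosome 10 at Lyz2 and Lyz1, position in Mb on mm10. H3K27ac blocks cover Gfi1b in both ERY libraries and neither labelled iMK. They cover most of Lyz2 and part of Lyz1 in both labelled iMK and neither ERY library.

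Regions of ERY alone lay at promoters less often than those of the libraries labelled iMK. Within 1 kb of a TSS were 18.2% of ERY-only and 26.6% of iMK-only H3K27ac regions (Fisher exact test over regions, p = 8.05e-37), and 63.6% and 93.0% for H3K4me3 (p = 2.64e-27). The H3K27ac difference of -8.43 points was -14.7 without ERY replicate 1, -3.17 without iMK replicate 1 and -2.95 without iMK replicate 2. The H3K4me3 difference of -29.4 points turned to 15.0 without iMK replicate 2 and was -0.719 (Fisher exact test, p = 0.833) without iMK replicate 1. Per library, 39.1% and 42.1% of ERY H3K27ac peaks and 45.2% and 43.5% of those labelled iMK lay within 1 kb of a TSS. For H3K4me3 peaks these shares were 86.6% and 90.5% in ERY and 90.9% and 81.8% in the libraries labelled iMK, so the cell types overlapped. Of ERY-only H3K27ac regions, 179 of 6962 (2.57%) overlapped H3K4me3 called in both ERY libraries, and of iMK-only regions 1021 of 9142 (11.2%) overlapped H3K4me3 called in both libraries labelled iMK (Fisher exact test, p = 2.28e-105). This difference of -8.6 points was -20.5 without iMK replicate 1, -5.51 without iMK replicate 2, and -24.8 when H3K4me3 in 1 library sufficed.

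Whether the distal regions differed in binding motifs was tested because the study relates GATA and ETS motifs to elements with different fates. Distal ERY-only H3K27ac regions were richer in the GATA motif and poorer in the ETS motif than distal iMK-only regions. GATA (WGATAR) had 2.32 matches per kb in 5695 ERY-only and 1.86 in 6708 iMK-only regions, a ratio of 1.25 (permutation test, adjusted p = 1.5e-05, where 1e-05 is the smallest unadjusted p these permutations can give). The control with permuted bases, WGTAAR, also differed, with a ratio of 1.12 and the same adjusted p, so part of the GATA difference is shared by a motif no GATA factor binds. With labels permuted within classes of GC content, the GATA difference was 0.291 matches per kb and that of the control 0.0774. Without ERY replicate 2 the GATA difference fell from 0.461 to 0.297 (ratio 1.16) and that of the control from 0.277 to 0.156. ETS (MGGAAGT) had 0.312 matches per kb against 0.508, a ratio of 0.614, and KLF (CCMCRCCC) 0.368 against 0.467, a ratio of 0.788 (permutation test, adjusted p = 1.5e-05 each). Within classes of GC content the ETS difference was -0.187, and the KLF difference shrank from -0.0988 to -0.0374 (adjusted p = 0.00042). RUNX (TGTGGT) had 0.908 against 0.952 (permutation test, adjusted p = 0.0497), a call that ended in 5 of 7 alternatives. The adjusted p was 0.335 over 5 kb from any TSS. The RUNX difference of -0.0441 ran from -0.0664 without iMK replicate 2, where the call ended although the difference was larger, to -0.0218 with equal numbers of top peaks. NFE2 and AP1 (TGASTCA) had 0.228 against 0.235 (permutation test, adjusted p = 0.311). The distal peaks of single libraries showed the GATA and ETS differences in 2 of 2 libraries of each cell type, with 2.10 and 2.24 GATA matches per kb in ERY against 1.84 and 1.87.

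**Figure D5:**
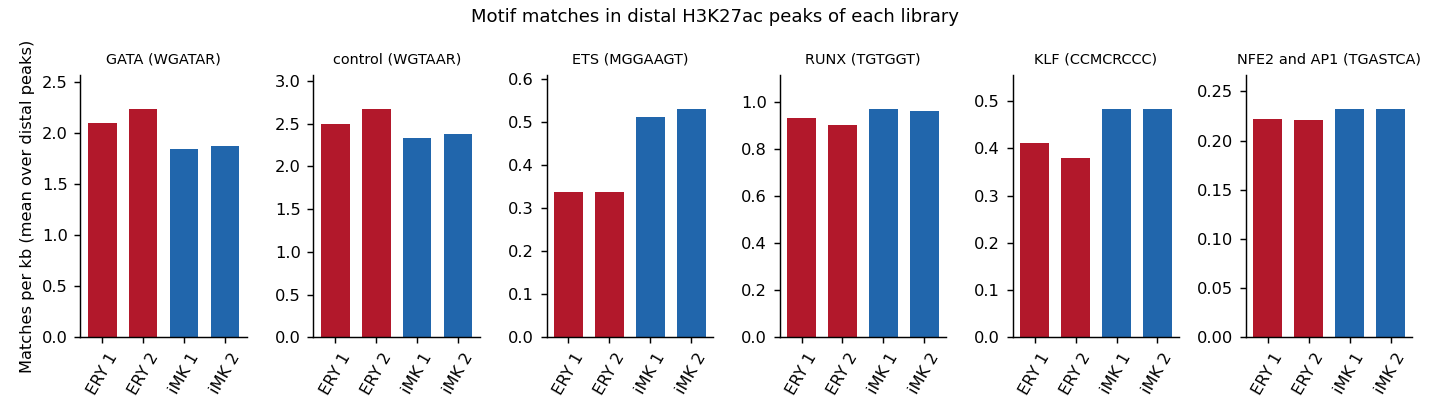
Motif matches per kb, as means over the distal H3K27ac peaks of each library; each bar is 1 library, red for ERY and blue for those labelled iMK, and each panel is 1 motif with its own axis from 0. GATA and its permuted control were denser in both ERY libraries and ETS in both labelled iMK, at 0.511 and 0.531 against 0.338 and 0.337.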

Values the study reported

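Epigenetic data sets in the study covered 20 cell types or populations and numbered 150, and merging of replicates left 104. From nuclease sensitivity and modelled epigenetic states it inferred 205,019 candidate cis-regulatory elements. Across cell types, the first principal component of nuclease sensitivity held 82% of the variation. The number of active elements and the number of expressed genes were correlated with r = 0.90 without the G1E and G1E-ER4 cell lines and 0.78 with them.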

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

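Of the alternatives here, those without chromosome X were chosen after the data were seen. Of 686 recomputed main values, 610 kept their direction and their side of the threshold or moved by less than the replicate spread or 1.5 times, and of 967 recomputed values of single genes, 829 did. These totals include results that did not pass and stayed so. Of the 610, 226 with a library left out and 199 under other settings came from the list tests. Of the 56 list tests, 5 for each mark passed in the main run. For H3K4me3 no single gene passed in the main run. The globin and red cell membrane lists kept their ERY-only calls under all 8 alternatives for both marks, and the GATA, ETS and KLF motif differences under all 7 and the H3K27ac promoter share under all 6 stayed past the threshold, with changes in size. Leaving out a library puts its cell type on 1 library, whose spread was taken from the remaining pair. Where no cause is named below, the cause was not tested. Read depth was not used, so what it limits was not separated from peak calling.

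The H3K27ac Jaccard index within cell types exceeded that between them by 0.412, and by 0.447 in the upper 50% of each list, 0.425 with equal numbers of top peaks, 0.387 as the share of peaks touching, and 0.397 to 0.429 with 1 library left out. For H3K4me3 this excess of 0.0562 ran from -0.0795 without ERY replicate 2 to 0.193 without iMK replicate 1.

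Region counts fell or rose with the unit and the list length by construction. In the upper 50% of each list there were 3321 ERY-only, 3857 iMK-only and 5361 shared H3K27ac regions and 1664 shared H3K4me3 regions. Counted in 1 kb bins there were 42788, 26201 and 21339 for H3K27ac and 916, 3572 and 9094 for H3K4me3. With 50% of a region covered, shared regions numbered 3923 (H3K27ac) and 1351 (H3K4me3). Equal numbers of top peaks gave 661 H3K4me3 ERY-only regions. With 1 library left out, ERY-only regions numbered 230 to 1063 (H3K4me3) and 7184 to 15093 (H3K27ac), and iMK-only regions 1160 to 5522 (H3K4me3) and 9377 to 13888 (H3K27ac).

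H3K4me3 promoter classes moved likewise: 247 ERY-only and 2069 shared genes in the upper 50% of each list, 545 ERY-only with equal numbers of top peaks, 2935 shared with 50% of the window covered, and, with 1 library left out, 93 to 885 ERY-only and 1080 to 3259 iMK-only genes. The H3K27ac promoter classes stayed within 1.5 times under all 10 alternatives.

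With only cell-type-specific genes as background, 92.8% (H3K4me3) and 79.7% (H3K27ac) of other genes were iMK-only, so that a list whose members there were all iMK-only had little room to pass, and the loss of these calls says little: adjusted p = 1 for H3K4me3 cytoskeleton, transcription factor and myeloid genes and for H3K27ac transcription factor genes, and 0.243 for H3K27ac myeloid genes. For the H3K27ac platelet and megakaryocyte surface list that setting turned the direction (odds ratio 0.76, adjusted p = 1). The globin and membrane lists were then depleted of iMK-only genes (1.59e-05 and 1.94e-19 for H3K4me3, 9.37e-05 and 1.33e-13 for H3K27ac). The surface list also lost its call with 2.5 kb windows (0.143), without ERY replicate 1 (0.172) and without iMK replicate 2 (0.0658), with 0.000947 to 0.172 over the libraries left out, and without chromosome X (0.0551). Its ERY-only test passed with 2.5 kb windows (0.0188) and ran from 0.0182 without ERY replicate 1 to 0.515. The H3K4me3 cytoskeleton list lost its call with 2.5 kb windows (0.188) and without ERY replicate 1 (0.335), with 0.0246 to 0.335 over the libraries left out, and without chromosome X (0.172). For H3K4me3, the surface and the stem cell list passed as iMK-only without iMK replicate 1, with 0.00106 to 1 and 3.53e-05 to 1 over the libraries left out.

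The H3K4me3 promoter share difference ran from -66.2 to 15.0 points with 1 library left out. H3K4me3 genes past limma's threshold numbered 1 and 2 (higher in ERY and in the libraries labelled iMK) with no filter, and 0 to 20 and 0 to 4099 with 1 library left out. For H3K27ac, genes higher in ERY ranged from 917 to 3276 and genes higher in the libraries labelled iMK from 754 to 3248 with 1 library left out, and 2543 of the 3189 and 2098 of the 2490 remained past the threshold after quantile normalization.

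The RUNX difference in matches per kb was -0.0218 with equal numbers of top peaks, -0.0289 within classes of GC, -0.0293 over 5 kb from any TSS, and -0.0664 to -0.0223 with 1 library left out. NFE2 and AP1 passed without ERY replicate 1 (-0.0138), in a range of -0.0138 to -0.00551 over the libraries left out.

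Gene differences that changed sign, in percentage points, were H3K4me3 Klf1 (-0.856 without ERY replicate 1, -5.14 without iMK replicate 1, up to 17.1 with another library left out) and Gfi1b (-1.54 without iMK replicate 1, up to 13.2), and for H3K27ac Actb (-27.6 after quantile normalization, -2.73 without ERY replicate 2, -1.79 without iMK replicate 1, up to 11 without ERY replicate 1) and Gapdh (5.89 with 50 kb, 1.21 with equal numbers of top peaks, 0.634 without ERY replicate 2, 0.808 without iMK replicate 2, down to -1.16 with another library left out and -7.43 after quantile normalization).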

Other observations

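The tests of a minority of myeloid cells, of an exchange of labels and of weak peaks at the end of the ERY lists were chosen after the results were seen, as were the counts and list tests without chromosome X and the minimum of 10 peaks required for the fold comparison on chromosome X.

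Some promoters were called for 1 mark and not for the other, which does not show that the other mark was absent, as the H3K4me3 lists are shorter. Of the 476 H3K27ac ERY-only promoters, 207 had no H3K4me3 call in any library and 184 had an unreplicated one. Of the 1877 H3K27ac iMK-only promoters, 166 had no H3K4me3 call and 919 an unreplicated one. In the 1216 distal H3K27ac regions called in all 4 libraries, the GATA motif had 1.85 and the ETS motif 0.406 matches per kb, and KLF matches stood at 0.549 per kb, above the means of both cell-type-specific classes, a difference that was not tested. These regions had a mean GC content of 47.0%, against 44.9% in ERY-only and 46.4% in iMK-only distal regions.

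In the libraries labelled iMK, H3K27ac marked promoters of the myeloid list more often than those of the platelet and megakaryocyte surface list, with 47.2% and 57.6% of the locus covered at Lyz2 and 33.4% and 78.2% at S100a8, and no gene of the myeloid list stands on another list. The second list was called in both libraries at 28.57% against 70.8% (Fisher exact test, p = 0.00169), but these are the calls in which the pattern was seen, so a minority of myeloid cells beside megakaryocytes cannot be told apart from other explanations by them, and the sort left out cells with CD11b and Ly6g. An exchange of labels with ERY would bring erythroid membrane promoters, which were called at 17.86% here against 89.3% in ERY. The C/EBP motif TTGCNNAA, bound by myeloid factors, was 1.19 times as dense in iMK-only as in ERY-only distal regions (permuted control 0.957; permutation p = 1e-05, the smallest the permutations can give), between the bounds of 1.1 and 1.5 set in advance, so that myeloid cells as the source of these regions cannot be told apart from other sources by this test. Also open, and untested, are another cell population under these labels and a state of immature megakaryocytes in which myeloid genes carry H3K27ac and Itga2b and Pf4 do not. By nuclease accessibility the study grouped iMK with stem and multilineage progenitor cells, among them granulocyte monocyte progenitors. Its RNA data also placed megakaryocytic cells with multilineage progenitors, and it describes them as keeping features of these progenitors. Whether this bears on the marking of the myeloid list was not tested. Other genes of the surface list were marked: 10 passed limma's test as higher in the libraries labelled iMK and 7 as higher in ERY. Among the 10 were the sort marker gene Itgb3, Nbeal2, Plek and P2ry12.

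H3K4me3 peaks on chromosome X made up 0.494% and 0.515% of the lists of ERY replicate 2 and iMK replicate 1, against 2.0% and 2.65% in ERY replicate 1 and iMK replicate 2. Weak libraries that lose peaks of this chromosome first would show the same in the strongest peaks of a better one, yet the strongest 6275 peaks of ERY replicate 1 held 1.96%. A control library with more copies of chromosome X would lower the fold of its peaks, and the fold relative to autosomes was 1.565 times that of the other lists, past the bound of 0.9 set in advance against this explanation, but it rests on 3 or 4 peaks per list and was therefore not counted, so that this explanation cannot be told apart from others, although the study's mice were male, which leaves a female control only from other animals. The pattern does not follow the cell type, so no biological explanation was tested, and H3K4me3 values of genes on chromosome X, such as Gata1, Alas2 and Flna, rest on lists that differ in this way. Without chromosome X the promoter classes of H3K4me3 held 83 ERY-only and 1060 iMK-only genes, and the cytoskeleton list, which lost Flna, no longer passed (adjusted p = 0.172) on 3 of 14 genes, with an odds ratio of 5.14 against 6.50, so this loss goes with fewer genes and does not show that the enrichment came from chromosome X.

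The wider H3K27ac cover in ERY was also present at promoter regions that all 4 libraries called, where mean covered length was 1.662 times that in the libraries labelled iMK over 6894 regions. This is consistent with calling that joins windows into wider peaks in the ERY lists throughout, and 68.7% of these regions were wider in ERY, with a median ratio of 1.29. Weak peaks at the end of the ERY lists would lose their part in the upper 50% of each list, where the ratio was 1.646, above 1.48 for the whole lists. A broader acetylation in erythroblasts would give the same values and was not tested apart. Differences in locus coverage toward ERY may therefore be larger than the mark itself would give.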
